# Promoter interactome of human embryonic stem cell-derived cardiomyocytes connects GWAS regions to cardiac gene networks

**DOI:** 10.1038/s41467-018-04931-0

**Published:** 2018-06-28

**Authors:** Mun-Kit Choy, Biola M. Javierre, Simon G. Williams, Stephanie L. Baross, Yingjuan Liu, Steven W. Wingett, Artur Akbarov, Chris Wallace, Paula Freire-Pritchett, Peter J. Rugg-Gunn, Mikhail Spivakov, Peter Fraser, Bernard D. Keavney

## Abstract

Long-range chromosomal interactions bring distal regulatory elements and promoters together to regulate gene expression in biological processes. By performing promoter capture Hi-C (PCHi-C) on human embryonic stem cell-derived cardiomyocytes (hESC-CMs), we show that such promoter interactions are a key mechanism by which enhancers contact their target genes after hESC-CM differentiation from hESCs. We also show that the promoter interactome of hESC-CMs is associated with expression quantitative trait loci (eQTLs) in cardiac left ventricular tissue; captures the dynamic process of genome reorganisation after hESC-CM differentiation; overlaps genome-wide association study (GWAS) regions associated with heart rate; and identifies new candidate genes in such regions. These findings indicate that regulatory elements in hESC-CMs identified by our approach control gene expression involved in ventricular conduction and rhythm of the heart. The study of promoter interactions in other hESC-derived cell types may be of utility in functional investigation of GWAS-associated regions.

## Abstract (web summary)

Human embryonic stem cell-derived cardiomyocytes (hESC-CM) are a widely used model to study cardiac genomics. Here, Choy et al. perform promoter capture Hi-C to map long-range chromosomal interactions of hESC-CMs and to study overlap of such regions with genetic loci associated with cardiac phenotypes.

## Introduction

Long-range chromosomal interactions play an important role in differentiating cells, where they organise three-dimensional promoter-enhancer networks that regulate lineage-specifying developmental genes^1,2^. Distal promoter contacts are highly cell-type specific^3^ and form networks of co-regulated genes correlated with their biological functions^1^. The *cis*-regulatory contact upon lineage commitment is a dynamic process that includes acquisition and loss of specific promoter interactions^4^. Cardiomyocytes differentiated from human embryonic stem cells (hESC-CMs) have become a popular model to elucidate functional genomics of cardiac disease; however, there is little information supporting the notion that genomic regions associated with adult phenotypes (such as heart rate) play important roles in hESC-CMs, which have an immature phenotype. More generally, it is essential, in the context of potential cardiac regenerative medicine approaches, to understand how promoters make specific interactions in hESC-CMs to regulate the gene expression patterns underlying the process of cardiomyocyte development. In this study we identify the promoter interactome of hESC-CMs using promoter capture Hi-C (PCHi-C)^5^, which allows physical promoter-enhancer contacts in cells to be identified. We demonstrate that the promoter interactome of cardiac genes is reorganised after cardiac differentiation and cardiac enhancers are enriched in the promoter-interacting regions (PIRs). The PIRs also share the same target genes with expression quantitative trait loci (eQTLs) of cardiac left ventricles and overlap genetic variants associated with conduction and rhythm of the heart.

## Results

### PCHi-C identifies promoter interactions in hESC-CMs

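Promoter capture Hi-C (PCHi-C) crosslinks DNA that lies close together in the nucleus, cuts it with the restriction enzyme HindIII, ligates the ends and enriches the products for fragments that carry a promoter. Each sequenced read pair then joins a promoter fragment to another fragment. The assay was run on 3 biological replicates of hESC-CMs, cardiomyocytes differentiated from the human embryonic stem cell line WA09 (H9). They were the 1 condition analysed here, so no group comparison was made. The authors mapped the reads to hg19/GRCh37 with HiCUP and called interactions with CHiCAGO at default parameters, and their deposited calls are given for each replicate and for the replicates merged. CHiCAGO compares the read count of each pair of fragments with a background that depends on distance and on technical noise. A higher score marks stronger evidence of an excess over that background, and not a larger excess. The lowest score listed was 5 in each set of calls. Replicate 1 had 112473 interactions of 15856 promoter fragments, replicate 2 had 109731 of 15661, replicate 3 had 110740 of 15744 and the merged set had 152757 of 15126. Median scores were 6.63, 6.64 and 6.65 in replicates 1, 2 and 3 and 6.98 in the merged set. Scores alone were used here, and read counts and sequencing depth were not analysed. An interaction missing from a replicate was not shown to be absent, since pairs that scored under 5 are not listed. Of 144398 distinct fragments, 144397 had both ends at a HindIII site or a chromosome end of GRCh37. An interaction was counted as the same in several replicates when both fragments had the same coordinates and the same order. A contact between promoter fragments is listed in 1 order per replicate, and 222 such contacts are listed in opposite orders in different replicates, so that each counts as 2 interactions. The union of the calls of the 3 replicates was used as the main set.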

In order to elucidate the spatial promoter-enhancer organisation after the differentiation process of cardiomyocytes from hESCs, we used the PCHi-C approach^5^ on three biological replicates of 20 million hESC-CMs. From the three biological replicates, we mapped and obtained 774 million valid, unique and on-target captured read pairs (63.3% capture efficiency) with Hi-C User Pipeline (HiCUP)^6^, and called 179,880 significant hESC-CM promoter–genome interactions (Supplementary Data 1) with Capture Hi-C Analysis of Genomic Organisation (CHiCAGO)^7^. 

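The union of the 3 replicates' calls held 200809 interactions, of which 113613 were also called on the merged replicates. With a score of at least 10 required, the alternative that moved this number most, the union held 32786 interactions. Both fragments lay on the same chromosome in 193054 interactions, and 111896 of these spanned at most 1 Mb. The other 7755 interactions (3.86%) joined different chromosomes, which was the case for 2.80% of the calls of replicate 1, 3.11% of those of replicate 2, 3.02% of those of replicate 3 and 0.700% of the merged calls. A score of at least 10 moved the share of the union most, to 7.52%.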

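All 3 replicates called 48047 of the interactions in their union (23.9%, 95% Wilson confidence interval 23.7 to 24.1%, covering counting error only). A further 36041 (17.9%) were called in 2 replicates and 116721 (58.1%) in 1 replicate. The interactions in all 3 replicates made up 43.3% ± 0.539 (SD, n = 3) of the calls of a replicate. Between replicates 1 and 2, 37.1% of the interactions called in either were called in both, against 36.8% for replicates 1 and 3 and 37.4% for replicates 2 and 3, and Spearman's rho of the scores across the shared interactions was 0.653, 0.652 and 0.660. Calls near the threshold recurred least. Of the interactions that replicate 1 scored from 5 to below 6, 18.0% were called in all 3 replicates, against 92.5% of those it scored 20 or more. The median distance was 396 kb for interactions in all 3 replicates, 537 kb for those in 2 and 1256 kb for those in 1. Allowing a called fragment within 5 kb of the same promoter's fragment to count as a match raised the share common to all 3 replicates to 48.0%, the largest shift among the alternatives.

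**Figure D1:**
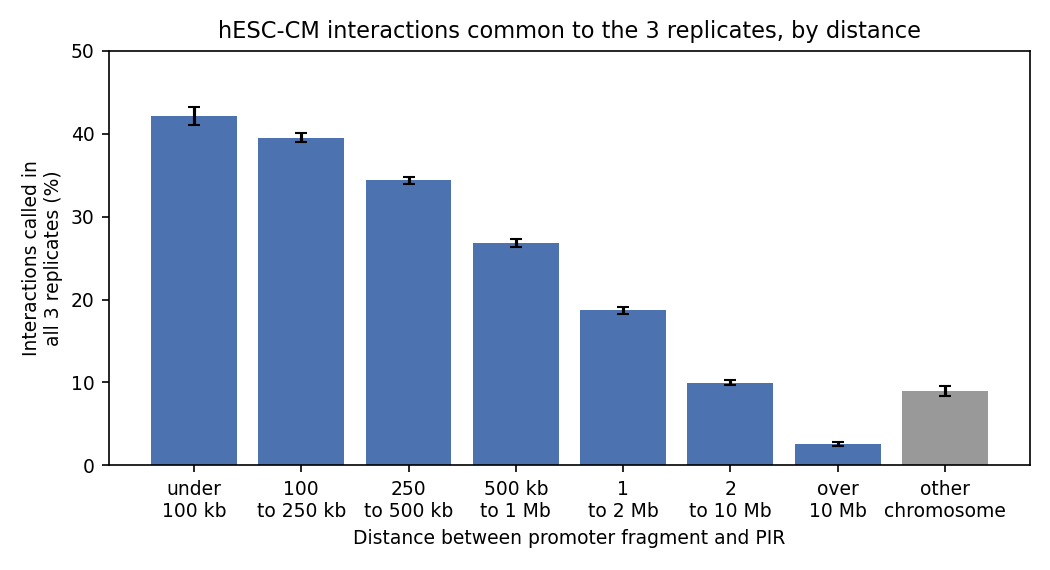
Percentage of hESC-CM interactions in the union of the 3 replicates that were called in all 3, by distance between the promoter fragment and the PIR, with 95% Wilson confidence intervals as error bars. The share fell from 42.1% under 100 kb to 2.57% over 10 Mb, and was 8.95% for interactions between chromosomes (grey).

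The overlap of replicates was set against 1000 random sets per pair of replicates, in which the relative positions of each promoter's PIRs were moved to another promoter fragment chosen at random. Of the 109320 same-chromosome calls of replicate 1, 59152 (54.1%) had their midpoint in a PIR that replicate 2 called for the same promoter, against a mean of 704 (SD 47.4, 1000 sets) after moving (one-sided permutation test, p = 0.001, the smallest that 1000 sets can give). The same p was found for the other 2 pairs of replicates with this permutation test, with 84.6 and 86.4 times the random mean.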

Of the promoter interactions, 23.7% were common in all three biological replicates (Supplementary Fig. 1). 

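The union joined 19075 promoter fragments to 116592 PIRs. A promoter fragment had a mean of 10.5 PIRs and a median of 6, with 1 PIR for 2823 promoter fragments (14.8%) and at least 20 for 14.6% of them. Within single replicates the mean was 7.04 ± 0.0444 PIRs per promoter (SD, n = 3). The mean depends most on what is averaged. Taken over interactions, so that a promoter with many PIRs enters once for each of them, it was 34.6, with a median of 20. The promoter fragment with the most PIRs lies on chromosome 10 from 127584140 to 127586225, over exons of *DHX32* and *FANK1*. It had 443 PIRs, of which 433 lay on other chromosomes, 137 were called in all 3 replicates and 218 in 1 replicate.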

We detected interactions between 18,159 unique promoters and 107,145 unique hESC-CM promoter-interacting regions (cPIRs) at an average degree of one promoter to 35.1 cPIRs (median = 21; maximum = 433; minimum = 1). In turn, each cPIR interacted with an average of 2.9 promoters (median = 2; maximum = 57; minimum = 1). Also, 60.5% of the interactions occurred within previously published topologically associating domains of hESCs^8^. 

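In the union of the 3 replicates, 75170 of the PIRs (64.5%) were called for 1 promoter fragment. The mean was 1.72 promoters per PIR and the median 1, and single replicates had a mean of 1.54 ± 0.00663 (SD, n = 3). Averaging over interactions moved this mean most, to 3.02 with a median of 2. The PIR with the most promoters lies on chromosome 1 from 145115011 to 145116060 and overlaps an exon of *SEC22B*. It was called for 57 promoter fragments, 11 of them in all 3 replicates and 33 in 1 replicate.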

PIRs are known to be associated with the presence of histone modifications that are hallmarks of functional activities^1,3–5,7^. We identified the locations of hESC-CM histone marks, H3K4me3, H3K27me3 and H3K36me3, by analysing published data of histone chromatin immunoprecipitation-sequencing (ChIP-seq) in hESC-CMs^9^ using Model-based Analysis of ChIP-Seq (MACS)^10^. We also determined whether the genes corresponding to the promoters were transcriptionally active in hESC-CMs by analysing published RNA-seq data in hESC-CMs^11^. The active histone marks of H3K4me3 and H3K36me3 were significantly associated with transcriptionally active promoters involved in hESC-CM interactions and the repressive histone mark of H3K27me3 with the inactive ones (Fig. 1). Consistent with the reported observations that the transcriptional status of a promoter can be reflected in the histone marks of its interacting partners^4,5^, H3K4me3 and H3K36me3 were also significantly enriched in the cPIRs interacting with active promoters, while H3K27me3 was enriched in those interacting with inactive ones (Fig. 1). Thus, our approach identified functionally significant promoter interactions during cardiomyocyte development.

**Fig. 1:**
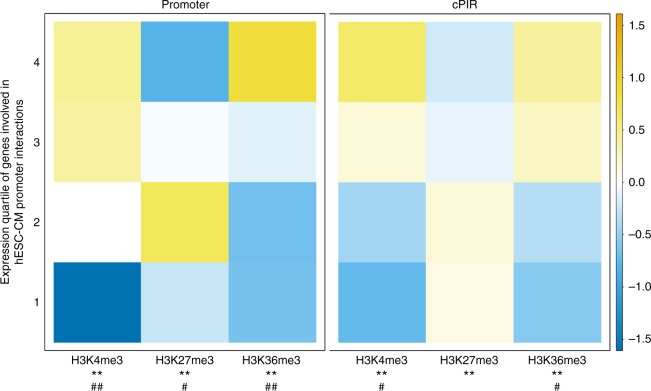
Enrichment of histone marks in gene promoters and corresponding cPIRs. Enrichment of histone marks of H3K4me3, H3K36me3 and H3K27me3 in gene promoters and corresponding cPIRs, divided into gene expression quartiles (RPKM). Histone mark enrichment is expressed as log2(proportion of enrichment in each quartile/proportion of enrichment in total). **Chi-square *p* < 0.01; ^#^Cramer’s *V* > 0.1; ^##^Cramer’s *V* > 0.2

### Cardiac VISTA enhancers are specifically enriched in cPIRs

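Supplementary Data 2 lists 91 human regions matching cardiac VISTA enhancers, each of which the paper found to intersect a PIR of hESC-CMs. At least 1 bp of such an enhancer lay in 122 PIRs of the union (0.105%). Replicate 1 had 93 overlapping PIRs, replicate 2 had 81 and replicate 3 had 90, or 0.122% ± 0.00784 of each replicate's PIRs (SD, n = 3). Among PIRs of interactions called in all 3 replicates the share was 0.164% (55 of 33467), and these PIRs covered 45 of the 91 enhancers. Requiring a score of at least 10 moved the share of the union most, to 0.173%. The list holds only enhancers that intersect PIRs, so no test against random regions was made from it, and the VISTA enhancers outside the list were not analysed here.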

In order to further verify the functional roles of the cPIRs in cardiac cells, we examined whether the cPIRs intersect with enhancers that are conserved and experimentally verified in the murine heart listed in the VISTA Enhancer Browser^12^. cPIRs were found to overlap with cardiac VISTA enhancers highly significantly when compared to the random background (Bonferroni-adjusted *p* = 0.006; Fig. 2a; Supplementary Data 2). The two non-cardiac control sets of enhancers, active in branchial arch and limb respectively, showed no significant overlap (Bonferroni-adjusted *p* > 0.05; Fig. 2a). By contrast, PIRs detected in hESCs significantly overlapped with VISTA enhancers of all three tested developmental tissues, reflecting the pluripotency of these cells (*p* < 0.05; Fig. 2a). The target genes of the VISTA enhancers have previously been predicted based on the enhancer-gene linear proximity alone. Using the promoter interactomic data, we mapped the VISTA enhancers to their interacting gene promoters (Supplementary Data 2). 

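The pairs of promoter fragment and PIR in Supplementary Data 2 number 193, and each was called in at least 1 replicate. Of them, 74 (38.3%, 95% Wilson confidence interval 31.8 to 45.4%) were called in all 3 replicates, 31 in 2 and 88 in 1, and 130 were called on the merged replicates. Among 10000 random lists drawn from the union with the same distances, the mean share in all 3 replicates was 28.5%, and 99.92% of the lists had a lower share than the VISTA pairs. The random lists drew pairs independently, whereas the 193 listed pairs share 136 promoter fragments. The value of 99.92% can therefore overstate how unusual the share is. With replicate 1 left out, 53.2% of the pairs called in either of the other replicates were called in both, the value farthest from 38.3%. The median distance from promoter to enhancer fragment was 390 kb over the 183 pairs on the same chromosome. The other 10 pairs joined different chromosomes, and 6 of these linked fragments at *HYDIN* on chromosome 16 to the enhancer hs2126 on chromosome 1. None of the 6 was called in all 3 replicates. *HYDIN2*, a near-identical copy of part of *HYDIN*, also lies on chromosome 1 and is a possible source of these calls, a question left open here. Of the 91 enhancers, 43 had a listed pair called in all 3 replicates, and the best listed pair of another 36 was called in 1 replicate. A single promoter fragment was listed for 54 enhancers, and at most 7 for any enhancer.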

We functionally confirmed a promoter–cPIR/VISTA enhancer interaction for VISTA enhancer mm172. This enhancer is conserved, cardiac specific in mice (Fig. 2b) and involved in heart development^13,14^. It has been predicted by VISTA to interact with the promoter of either *Ednra* or *Ttc29* based on proximity. 

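The human region orthologous to mm172 lies on chromosome 4 of GRCh37 from 148094471 to 148096457, between *TTC29* and *EDNRA* and in no annotated gene. It falls in the HindIII fragment from 148093788 to 148098450. The promoter fragment of *EDNRA*, from 148401812 to 148404235, was called with that fragment in each replicate, at scores of 13.32, 13.91 and 14.22, a mean of 13.8 ± 0.457 (SD, n = 3) over a distance of 307 kb. On the merged replicates the score was 23.03, the alternative that moved this value most. No other promoter fragment was called with the mm172 fragment. The *TTC29* promoter fragment, from 147866734 to 147876826, had 2 PIRs, neither in all 3 replicates and neither at mm172. The mm172 fragment ranked 7 by mean score among the 42 PIRs of *EDNRA*. Of these PIRs, 32 lay in a block from 148024968 to 148124339, and 23 of the block were called in all 3 replicates. The highest mean score, 27.0 ± 0.585 (SD, n = 3), belonged to the fragment from 148081550 to 148082291, which differs from the mm172 fragment by more than the spread between replicates.

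**Figure D2:**
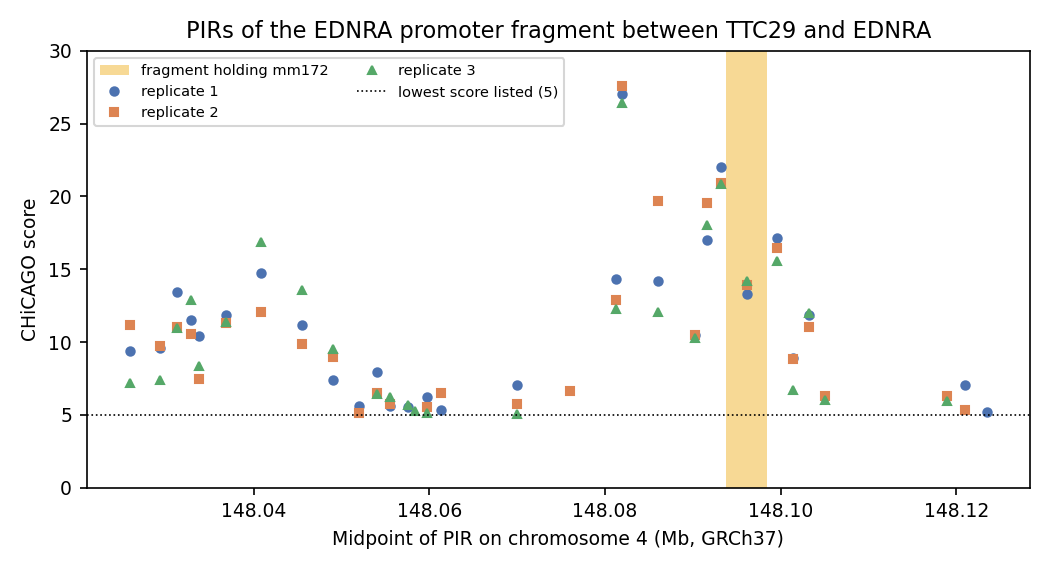
CHiCAGO scores of the PIRs of the *EDNRA* promoter fragment in the block between *TTC29* and *EDNRA*, by midpoint on chromosome 4 (Mb, GRCh37), with 1 symbol per replicate and no symbol where a replicate did not call the interaction. The fragment that holds mm172 (shaded) scored from 13.32 to 14.22 in the 3 replicates, and the highest scores lie on the fragment that starts at 148081550.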

Our promoter interactomic data showed an interaction between the human orthologue of mm172 and the promoter of *EDNRA* (Fig. 2c), a gene that is important for myocardium formation^15^. We deleted the rat orthologue of mm172 in the rat cardiac myoblast cell line H9c2 (2-1) using CRISPR-Cas9 technology and showed that the gene expression of *Ednra* was up-regulated, indicating that mm172 can function as a repressive regulatory element for *Ednra* (Fig. 2d; Supplementary Figs. 2 and 3).

**Fig. 2:**
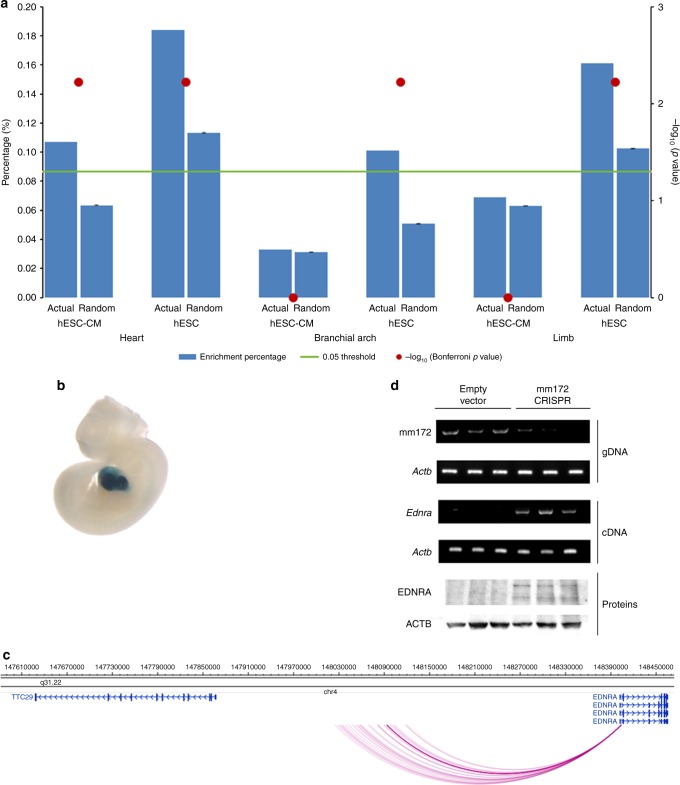
Enrichment of cardiac VISTA enhancers in cPIRs. **a** Percentages of cPIRs or hESC PIRs overlapping with VISTA enhancers of the heart, branchial arch and limb. Results obtained with randomised PIRs (1000 permutations) are shown as controls. The *p* values were generated from permutation tests performed to compare observed vs. randomised PIRs and corrected for multiple testing using Bonferroni procedure. **b** Image of mm172-reporter staining of an E11.5 mouse embryo obtained from the VISTA enhancer browser (https://enhancer.lbl.gov/)^14^. **c** Promoter–cPIR interactions of hESC-CM occurring between the promoters of *TTC29* and *EDNRA* (thick arc line represents the interaction between *EDNRA*’s promoter and mm172). **d** PCR using gDNA/cDNA to detect mm172 deletion/*Ednra* expression and immunoblotting to detect EDNRA (glycosylated) were performed to compare rat cardiomyoblast H9c2 cell lines transfected with the empty plentiCRISPRv2 plasmid or the same plasmid cloned with two gRNA sequences to target mm172. *Actb*/ACTB is the loading control

### hESC-CM promoter interactome predicts target genes of eQTLs

Since overlap with eQTLs can provide evidence for PIR regulatory functions^3^, we also investigated if the promoter interactome predicts the target genes of eQTLs in two cardiac tissues, the left ventricle and atrial appendage, using publicly available data from the Genotype-Tissue Expression (GTEx) Portal^16^. Where PIRs in our data overlapped a GTEx eQTL, we ascertained, separately for cPIRs and hESC PIRs, whether the target gene of the eQTL was the same as the target gene of the PIR, and expressed the agreement as a percentage of all eQTL-overlapping PIR–gene pairs. We tested whether there was evidence for enhanced agreement within the cPIRs or hESC PIRs compared with the random background. Previous data indicate that higher Hi-C read counts provide more robust support for interactions between distal regulatory elements and target genes^17^, and therefore we explored the effect of different read count cut-offs on the agreement between eQTL–gene and PIR–gene pairs. As expected, the agreement percentage increased with sequencing read counts of promoter interactions (Fig. 3). The highest significance was achieved with the top 20% hESC-CM promoter interactions and left ventricular eQTLs (Bonferroni-adjusted *p* < 0.05), with a similar trend observed in the atrial appendage (Fig. 3). The higher significance of agreement between target genes of cPIRs and eQTLs in the left ventricle is consistent with the finding that hESC-CMs typically mature into ventricular-like cardiomyocytes^18^.

**Fig. 3:**
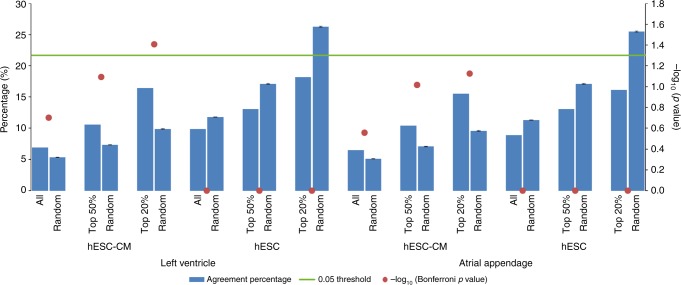
Agreement percentages of eQTL–gene and PIR–gene pairs. Agreement percentages of eQTL–gene (GTEx) and PIR–gene pairs (either cPIRs or hESC PIRs), filtered to the top 20% and 50% of read counts, in the left ventricle and atrial appendage. Results obtained with randomised PIRs (1000 permutations) are shown as controls. The *p* values were generated from permutation tests performed to compare observed vs. randomised PIRs and corrected for multiple testing using Bonferroni procedure

Of the 1264 top 20% PIR–gene interactions overlapping with lead left ventricular eQTLs (in strong linkage disequilibrium blocks (LD; *r*^2^ > 0.8)), 16.5% of them target the same genes as the eQTLs. eQTLs are linked to trait-associated single-nucleotide polymorphisms (SNPs)^19^ and therefore are important information for functional elucidation of genetic findings. Given that the top 20% cPIRs for read counts showed the most significant agreement of target genes with ventricular eQTLs, we reasoned that these top 20% of promoter interactions represented the most relevant subset mediating eQTL–gene interactions.

### Cardiac promoter networks reorganise upon differentiation

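Read counts were not used here, so the top 20% of interactions were taken by the sum of the replicates' scores, with 0 where a replicate did not call the interaction. The 40162 interactions in this set had a sum of at least 20.01. Of them, 37498 (93.4%) were called in all 3 replicates, 2411 in 2 and 253 in 1, and 3.41% joined different chromosomes. An uncalled replicate adds 0 to the sum, so a high share in all 3 replicates is largely built into the ranking. The set linked 7487 promoter fragments to 28023 PIRs. A promoter fragment in the set had a mean of 5.36 PIRs and a median of 3, with a maximum of 224.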

Within the 35,960 top 20% hESC-CM promoter interactions, 6376 unique promoters interacted with 27,123 unique cPIRs at an average degree of one promoter to 13.7 cPIRs (median = 10; maximum = 74; minimum = 1). However most cPIRs interacted with only one promoter (average = 1.8; median = 1; maximum = 11; minimum = 1). Also, 89.9% of the interactions occurred within previously published topologically associating domains of hESCs^8^. 

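Of the PIRs in the top 20% by summed score, 20695 (73.9%) interacted with 1 promoter fragment. The mean was 1.43 promoters per PIR, the median 1 and the maximum 36.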

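Supplementary Table 1 names 135 genes that the paper drew from the top 20% of interactions and found in cardiovascular pathways. A promoter fragment of 132 of them had a called interaction in at least 1 replicate, and 114 had an interaction called in all 3. By summed score, 101 of the 132 genes (76.5%) had an interaction in the top 20%, against 39.3% of all promoter fragments with a call. The list was chosen on these interactions and a gene can have several promoter fragments, so the shares describe the list and were not tested.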

The target genes of the top 20% hESC-CM promoter interactions included key regulators of cardiovascular development and function (Supplementary Table 1). 

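Each fragment was taken as 1 node and each interaction as 1 edge, and the average degree of a subnetwork was the number of edge ends per node. The top 20% of interactions by summed score formed 2838 connected subnetworks. A subnetwork had a median of 5 nodes, 783 subnetworks had 2 nodes and the largest had 777. The setting that moved the number most used the interactions called in all 3 replicates without pairs of 2 promoter fragments. It was chosen after seeing the data and gave 3677 subnetworks.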

The top 20% hESC-CM promoter interactions were found to constitute 3547 subnetworks with connected nodes using Cytoscape^20^. The subnetwork with the highest average degree (5.85) had 40 nodes, including 12 promoter nodes and 28 cPIR nodes, and 117 edges (Fig. 4a; Supplementary Data 3). 

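In the top 20% by summed score, the subnetwork that holds the *MYH6* promoter fragment had an average degree of 4.86, with 35 nodes, of which 13 were promoter fragments and 22 other PIRs, and 85 edges. Without replicate 1 it had 25 nodes and 52 edges. It spanned chromosome 14 from 23741947 to 24036032. The *MYH6* promoter fragment, from 23862443 to 23878395, had the most edges (15), followed by that of *CMTM5* and the fragment from 23880063 to 23887257, which Supplementary Data 4 gives to the transcript CTD-2201G16.1, with 12 each, the *MIR208A* fragment with 9, and the *IL25* and *MYH7* fragments with 8. By average degree the subnetwork ranked 5 of 2838, and the subnetwork at rank 1 (8.67, 122 nodes) had *H3C10* on chromosome 6, a gene named after its values were seen, as its most connected promoter. Among the interactions called in all 3 replicates, the *MYH6* subnetwork ranked 2, with 40 nodes, 107 edges and an average degree of 5.35. In that set the *CMTM5* fragment, and not that of *MYH6*, had the most edges. Interactions were also taken without regard to the order of the fragments, a setting chosen after seeing the data. Those in all 3 replicates then placed the *MYH6* subnetwork at rank 1, with 112 edges and an average degree of 5.60. There *MYH6* had the most edges in either order. The top 20% left the *MYH6* subnetwork at rank 5 with 87 edges. The top 50% of interactions moved it most, to rank 59 and an average degree of 3.29, as part of a subnetwork of 28935 nodes.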

The 12 promoter nodes represent 17 genes in the proximity of *MYH6* (most connected) and *MYH7* genes (Fig. 4a) and the *MYH6*-*MIR208A*-*MYH7*-*MIR208B* network is known as myomiR network that regulates myosin heavy chains in the heart during hypertrophic responses^21^. Given the paucity of promoter interactions in *MYH6* region observed in hESCs (~5 times less; Fig. 4b), the highly connected cluster of interactions in this locus observed in hESC-CMs has likely emerged through dynamic reorganisation^4^ of chromosomal interactions upon differentiation. 

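In the 360 kb of chromosome 14 between the first and last position marked in Fig. 4b, the union held 236 interactions with both ends inside. Replicate 1 called 182 of them, replicate 2 called 160 and replicate 3 called 158, a mean of 167 ± 13.3 (SD, n = 3), and 229 interactions were called on the merged replicates. All 3 replicates called 108 of the 236 interactions, 48 were called in 2 replicates and 80 in 1. Because the replicates list 5 contacts between promoter fragments in opposite orders, the region held 231 interactions without regard to order, of which 113 were called in all 3 replicates, 43 in 2 and 75 in 1. The 236 interactions joined 15 promoter fragments to 54 PIRs, and 35 of them joined 2 promoter fragments. In either order, *MYH6* had 29 interactions in the region, *IL25*, *CMTM5* and *MYH7* 25 each and *MIR208A* 22. A score of at least 10 left 43 interactions, the largest shift among the alternatives. The hESC interactions were not analysed here. From the lower number of interactions that it counted in hESCs, the paper proposes that the highly connected cluster at *MYH6* emerged through reorganisation of chromosomal interactions upon differentiation.

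**Figure D3:**
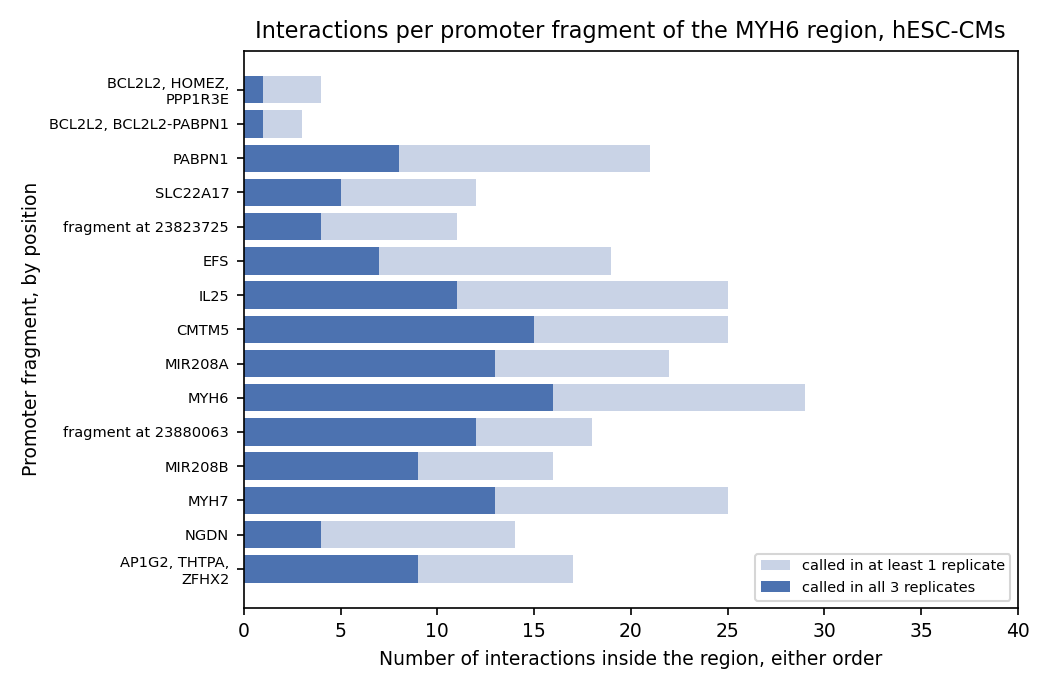
Number of interactions inside the *MYH6* region for each promoter fragment, in order of position on chromosome 14 and counting a contact once whichever way round it is listed, called in at least 1 replicate (pale bars) and in all 3 replicates (dark bars). *MYH6* has the most interactions (29) and the most that were called in all 3 replicates (16), against 15 in all 3 replicates for *CMTM5*. This way of counting was chosen after seeing the data, and the lead in all 3 replicates depends on it. With order kept and each fragment counted only where listed as the promoter, *CMTM5* had 14 in all 3 replicates. *MIR208A* then had 13 and *MYH6* 12.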

*MYH6* and *MYH7* are key genes in cardiac development and function. Mutations in *MYH6* cause congenital heart diseases (CHDs), in particular defects in the atrial and ventricular septum, via dysfunction of cardiac myofibrils^22^. *MYH7* mutations are a major cause of hypertrophic cardiomyopathy, and have also been reported in CHD families^22^. The identification of promoter interaction networks in hESC-CMs involving key cardiac genes, such as *MYH6* and *MYH7* in our data, illustrates the potential of this approach to map the relationships between genes and regulatory elements in genomic regions of cardiac importance.

**Fig. 4:**
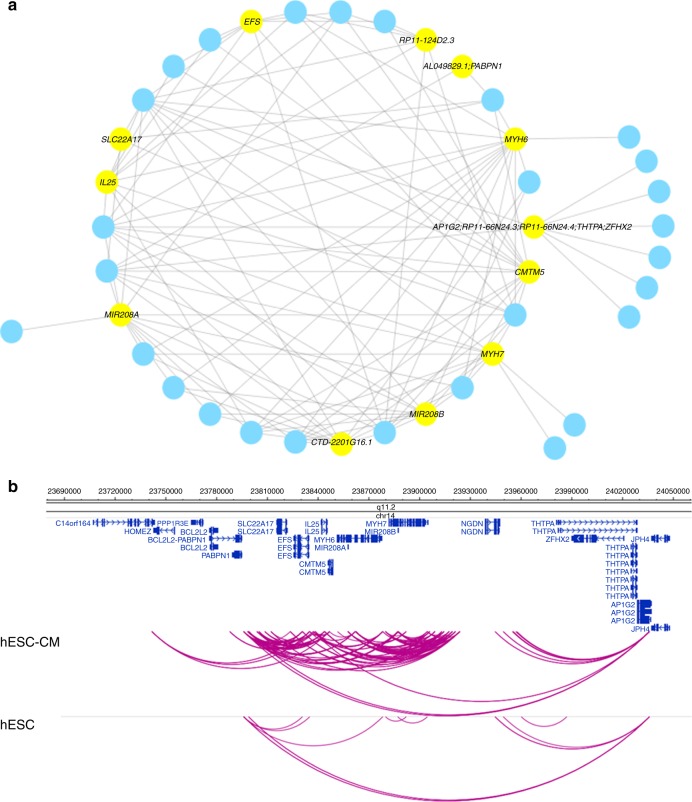
Network analyses of the top 20% hESC-CM promoter interactions after differentiation. **a** The promoter–cPIR subnetwork with the highest average degree among the top 20% promoter interactions for read counts, occurring in the *MYH6* region having 40 nodes, including 12 promoter nodes (yellow) and 28 cPIR nodes (blue), and 117 edges. **b** Reorganisation of the *MYH6* network between the states of hESCs and hESC-CMs

### hESC-CM promoter interactions are associated with heart rate

Promoter interactions detected in trait-relevant tissues hold the clues to the putative target genes of non-coding genome-wide association study (GWAS) SNPs^23^. We therefore explored if the hESC-CM promoter interactome was associated with any of the three cardiovascular phenotype groups by considering their GWAS profiles: (1) CHD^24,25^; (2) coronary artery disease (CAD; http://www.cardiogramplusc4d.org)^26^; and (3) cardiac conduction and rhythm disorders (CRD)^27^. Our prior hypothesis was that we would find an association between the hESC-CM promoter interactome and CRD, which is a phenotypic group largely deriving from dysfunction that involves myocardial cells, but not for CHD or CAD. For each GWAS, we obtained the *p* values of SNPs located in cPIRs or hESC PIRs and constructed QQ plots against averaged *p* values of SNPs located in 1000 sets of randomised cPIRs or hESC PIRs (Fig. 5a). For SNPs located in cPIRs (cPIR SNPs), the highest inflation was observed in GWAS *p* values of CRD (inflation factor, λ = 1.237). On the other hand, SNPs located in hESC PIRs showed the highest inflation in GWAS *p* values of CAD (inflation factor, λ = 1.250). We then investigated whether all the inflated SNPs (*p* < 0.001) from each of these GWAS studies overlapped significantly with the top 20% cPIRs or hESC PIRs. Using GoShifter (https://github.com/immunogenomics/goshifter)^28^, we observed a significant overlap for only CRD GWAS SNPs (Bonferroni-adjusted *p* = 0.045). This indicated that cPIRs are enriched for regulatory regions controlling genes involved in cardiac rhythm, a phenotype in which cardiomyocytes directly participate.

**Fig. 5:**
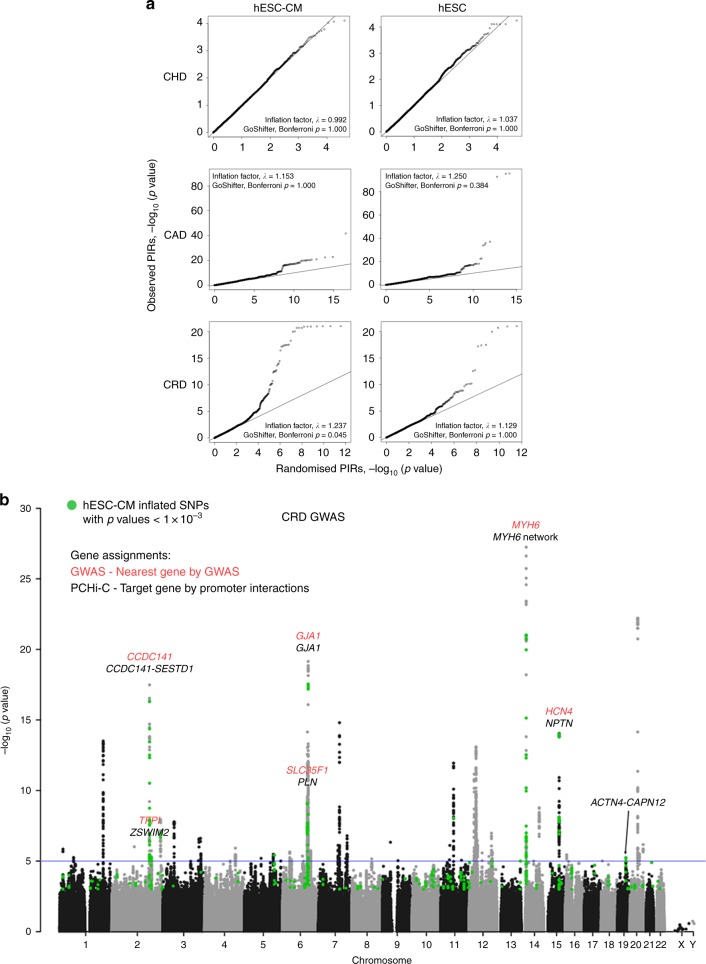
Association of hESC-CM promoter interactions with cardiac conduction and rhythm disorders. **a** QQ plots of –log_10_(*p* values) corresponding to SNPs located in the top 20% cPIR or hESC PIRs of three GWAS studies, congenital heart disease^25, 26^ (CHD; total SNPs = 500K; hESC-CM SNPs = 19K; hESC SNPs = 19K), coronary artery disease^26^ (CAD; total SNPs = 9.5 M; hESC-CM SNPs = 289K; hESC SNPs = 328K; http://www.cardiogramplusc4d.org) and cardiac conduction and rhythm disorders^27^ (CRD; total SNPs = 2.5 M; hESC-CM SNPs =85K; hESC SNPs = 80K), against randomised PIRs (average of 1000 permutations). Significance of overlaps between GWAS SNPs (*p* < 0.001) and the top 20% cPIRs or hESC PIRs were tested using GoShifter^28^. **b** Manhattan plot of CRD GWAS^27^. Green spots indicate inflated SNPs in the cPIR/randomised PIR QQ plot with *p* < 0.001. Red gene names are nearest genes to the SNPs in the significant peaks assigned by the GWAS and black gene names are target genes interacting with the cPIRs containing the significant SNPs (*p* < 1 × 10^−5^)

Some of the significant cPIR SNPs (at the suggestive threshold of *p* < 1 × 10^−5^) associated with CRD were interacting with promoters of known heart rate-associated genes^27^ such as *CCDC141* on chromosome 2, *GJA1* on chromosome 6 and *MYH6* on chromosome 14 (Fig. 5b; Supplementary Data 4). 

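Supplementary Data 4 holds 43 distinct pairs of a cPIR at the heart rate loci and a promoter fragment, formed by 35 cPIRs and 15 promoter fragments. All 3 replicates called 34 of the pairs (79.1%, 95% Wilson confidence interval 64.8 to 88.6%), 8 were called in 2 replicates and 1 in 1 replicate, and each was called on the merged replicates. Random lists of the same size and distances from the union had a mean of 38.0% in all 3 replicates, and none of the 10000 lists reached 79.1%. These lists drew pairs independently, whereas the 43 listed pairs share 15 promoter fragments. The paper took the pairs from the interactions with the most reads, so a high share is built into the list. A score of at least 10 lowered the share most, to 42.9% of the pairs that remained. For *CCDC141*, the listed PIR lies in an intron of the gene, on chromosome 2 from 179821905 to 179825830, and was called in replicates 1 and 3 at scores of 5.69 and 5.82 and not in replicate 2. For *GJA1*, all 5 listed PIRs lie between *GJA1* and *HSF2* on chromosome 6, from 410 kb to 589 kb from the promoter, and were called in all 3 replicates with mean scores from 6.88 to 17.3. The *MYH6* promoter fragment had 3 listed PIRs. The PIRs over exons of *MYH7* scored 13.8 ± 4.27 and 13.8 ± 1.64 (SD, n = 3), and the PIR over exons of *MYH6* itself was called in replicate 1 alone at 5.52.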

With the promoter interactomic data, the interactions of variants within a GWAS signal can be further identified, for example, the complex *MYH6* interaction network in *MYH6* region and *CCDC141-SESTD1* interactions in *CCDC141* region. 

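In the *MYH6* region, 11 listed pairs connected 6 promoter fragments with PIRs, and 7 of the pairs were called in all 3 replicates. The promoter fragments are those of *MYH6*, *MYH7*, *MIR208A*, *MIR208B*, *AP1G2* and CTD-2201G16.1. The *SESTD1* promoter fragment, on chromosome 2 from 179985855 to 179990710, had 12 listed PIRs, all inside *CCDC141* and from 146 kb to 245 kb away. All 3 replicates called 10 of the 12, and the other 2 were called in 2 replicates. The highest mean score was 10.2 ± 1.17 (SD, n = 3), for the intronic fragment from 179757850 to 179762312, and the lowest was 5.19.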

Interacting partners of SESTD1 such as TRPC (transient receptor potential-canonical) channels are important regulators of the calcium-dependent hypertrophy pathway^29,30^. The significant cPIR SNPs also coincided with published regions of *TFPI* on chromosome 2, *SLC35F1* on chromosome 6 and *HCN4* on chromosome 15 but, upon integration of the chromosomal interaction information, those regions were found interacting with *ZSWIM2*, *PLN* and *NPTN* respectively (Fig. 5b; Supplementary Data 4). 

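The *ZSWIM2* promoter fragment, on chromosome 2 from 187710879 to 187718899, was called in all 3 replicates with 2 listed PIRs between *CALCRL* and *TFPI*. Their scores were 16.8 ± 0.961 at 601 kb and 9.50 ± 2.08 at 609 kb (SD, n = 3). The *PLN* promoter fragment, on chromosome 6 from 118869215 to 118875940, had 4 listed PIRs within *SLC35F1*, at distances from 253 kb to 270 kb. All 3 replicates called 3 of them, with scores of 16.3 ± 2.18, 13.3 ± 2.56 and 7.69 ± 2.13 (SD, n = 3), and the nearest was called in replicates 2 and 3 at 6.87 and 5.93. The *NPTN* promoter fragment, on chromosome 15 from 73923182 to 73926005, had 4 listed PIRs from 241 kb to 273 kb away, in an intron of *HCN4* and between *HCN4* and *REC114*. The intronic PIR scored 8.02 ± 0.319 (SD, n = 3), the highest of the 4, and the PIR from 73672872 to 73681965 was called in replicates 2 and 3 only, at 5.50 and 5.49.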

*PLN* is a highly credible candidate gene because PLN is a crucial regulator of cardiac contractility^31^. Neuroplastin (NPTN) forms a complex with plasma membrane Ca^2+^ ATPases to modulate calcium homoeostasis^32,33^. The Np55 variant of NPTN is expressed in the heart^34^ and the disruption of NPTN has been shown to cause increased heart weight in the International Mouse Phenotyping Consortium database (IMPC; https://www.mousephenotype.org/)^35^. ZSWIM2 is an E3 ubiquitin-protein ligase, a family of proteins that may play a role in degrading mal-processed ion channel proteins in the heart^36^. It has been reported that genes some distance from a strong candidate locus harbouring a GWAS “hit” SNP may have an important influence on complex phenotypes^37^. For example, polymorphism in the *FTO* gene are the strongest GWAS signals for obesity, but the functional mechanism of the association appears chiefly due to the effects of the SNPs on two neighbouring genes, *IRX3* and *RPGRIP1L*^37^. Therefore, promoter interactions of the neighbouring genes within a GWAS signal may provide crucial information to pinpoint the true target genes.

In addition, we identified a peak in chromosome 19 with significant cPIR SNPs interacting with *ACTN4–CAPN12* (Figs. 5b and 6a; Supplementary Data 4). This peak did not reach conventional significance (*p* < 5 × 10^−8^) in the GWAS study^27^. However, by incorporating eQTL data from the GTEx Portal^16^, the significant cPIR SNPs in chromosome 19 in our data were shown to be significant eQTLs for *ACTN4* and *CAPN12* in the left ventricle of human hearts (Fig. 6b). 

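The 3 listed pairs on chromosome 19 were each called in all 3 replicates. Their PIRs lie over exons of *ACTN4*. The PIR from 39194498 to 39197060 was called with the *ACTN4* promoter fragment from 39135953 to 39144510 at a score of 8.33 ± 0.540 and with the fragment from 39201468 to 39237515, which holds starts of both *ACTN4* and *CAPN12* transcripts, at 8.43 ± 0.0473 (SD, n = 3). The 2 scores differ by less than the spread between replicates. The PIR from 39184548 to 39194497 was called with the latter fragment at 5.95 ± 0.921 (SD, n = 3). These distances, from 23.7 kb to 55.5 kb, are short for the interactome, in which 3.84% of interactions spanned less than 100 kb.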

Functionally, calpains may play a role in atrial fibrillation^38^ and ACTN4 may promote muscular differentiation as a transcriptional regulator^39^. One candidate explanation for “missing heritability” in genetic studies of complex traits is that many biologically significant (and potentially druggable) genetic effects are of insufficient size to be detected at conventional significant levels even in large GWAS studies^40^. By focusing on interactions in regions of borderline significant genetic associations, we were able to identify potentially physiologically relevant target genes of GWAS SNPs through functional rather than proximity considerations. This may, in the future, facilitate the identification of new genes influencing cardiac conduction and rhythm disorders.

**Fig. 6:**
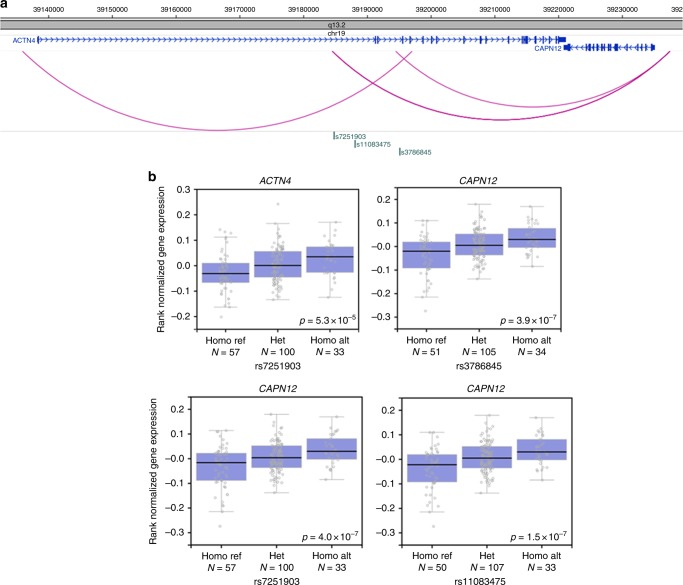
Promoter interactions and eQTLs of *ACTN4–CAPN12* peak in CRD GWAS. **a** Genomic positions and promoter interactions of cPIR SNPs in *ACTN4–CAPN12* peak of CRD GWAS. **b** Left ventricular eQTL box plots (obtained from GTEx Portal V6p; https://www.gtexportal.org/) of cPIR SNPs and target genes in *ACTN4–CAPN12* peak of CRD GWAS. Gene expression levels were stratified by the genotypes and the reference allele was associated with reduced expression levels. “Homo Ref” refers to the homozygous reference allele genotype; “Het” refers to the heterozygous genotype; and “Homo Alt” refers to the homozygous alternate allele genotype

## Discussion

The hESC-CM interactomic map of gene promoters generated in this study not only enabled us to understand the promoter–genome networks of established cardiac genes but also those of a number of novel genes possibly playing a role in cardiac development and function. We mapped known conserved cardiac-specific VISTA enhancers to their target genes using the promoter interactome. We validated one of the VISTA enhancers involved in cardiac development, mm172, by deleting it using CRISPR-Cas9 and showed that it indeed was a regulatory element of its interacting gene *EDNRA*, which is a critical gene in chamber myocardium formation during heart development^15^. Somewhat unexpectedly, we observed that deleting this enhancer resulted in an increase of *EDNRA* expression, consistent with a number of repressive lineage-specifying promoter interactions detected in the pluripotent state^2^ and in early hESC-derived neural progenitors^4^. There remains a possibility that silencers of the same gene could be disrupted as well when a cPIR/enhancer was targeted by CRISPR-Cas9 since enhancers and silencers can be located in the same locus or clustered in the same locus control region^41^. Further work will be required to elucidate this possibility.

The GWAS SNPs associated with cardiac conduction and rhythm disorders were enriched in cPIRs. While the target genes of GWAS SNPs are usually identified by gene proximity, it is known that non-coding variations can influence genes situated at substantial distance, rendering selection of a candidate in a region problematic. Using promoter interactions in hESC-CMs, we were able to identify distal target genes of GWAS SNPs for a phenotype relevant to the specific cell type and new genomic regions associated with cardiac conduction and rhythm disorders. The hESC-CM promoter interactome, rather than the hESC promoter interactome, also had a significantly higher likelihood, compared with the random background, mapping to the target genes of the left ventricular eQTLs located within the cPIRs. Taken together with the GWAS findings, it suggests that hESC-CMs are a relevant model to study ventricular conduction and rhythm. Recently, an “omnigenic” model of complex disease involving few “core” genes and many “non-core” genes influencing a particular phenotype has been proposed^42^; the most complex interactomic subnetwork of cardiomyocytes in our data were represented prominently among GWAS “hits” for the heart rate, which would be in keeping with this model. Moreover, our integration of interactomics with GWAS data suggest that similar approaches to that we present may prove particularly useful to identify “core” genes. This approach may be extended to other hESC-derived cell types to functionally elucidate GWAS regions.

## Methods

### The hESC-CM differentiation

The hESC line WA09 (H9) was obtained from WiCell, maintained and cultured in monolayers according to WiCell Feeder-Independent Pluripotent Stem Cell Protocols using mTeSR1 Medium (SOP-SH-002). The hESC-CM differentiation was performed on WA09 hESC monolayers (passage 32) at 80–100% confluence using PSC Cardiomyocyte Differentiation Kit (Gibco; A2921201). After the treatments of Cardiomyocyte Differentiation Medium A and B (2 days each), the cells were allowed to recover in Cardiomyocyte Maintenance Medium for a day. The cells were then passaged (1:1.5 ratio) into plates coated with fibronectin (12.5 µg/ml in 0.02% gelatin; Sigma) and allowed to grow for 6 days in RPMI1640-B27 minus insulin (Gibco) before changing to RPMI1640-B27 complete (Gibco) for further 2 days. The cardiomyocytes were then enriched in glucose-depleted-lactate-enriched medium (Dulbecco’s modified Eagle's medium (DMEM) without glucose (Gibco; 11966025); 4 mM lactate (Sigma); non-essential amino acids (Gibco); GlutaMAX (Gibco)) for 6 days and recovered in Iscove’s modified Dulbecco’s medium (Gibco) containing 20% foetal bovine serum (FBS) for 2 days. The hESC-CMs were cultured in RPMI1640-B27 complete (Gibco) for 7 more days before the quality check (at least 80–90% purity by flow cytometry and quantitative polymerase chain reaction (qPCR) using myosin heavy chain and TNNT2 as markers) and the fixation for PCHi-C.

### PCHi-C

PCHi-C was performed as previously described^3^ and summarised as follows: hESC-CMs were fixed by 2% formaldehyde (Agar Scientific; R1026) for 10 min at room temperature, quenched by cold 0.125 M glycine (5 min at room temperature followed by 15 min on ice), flash frozen in liquid nitrogen and stored at − 80 °C. Hi-C libraries were prepared with in-nucleus ligation and PCHi-C was performed with Agilent SureSelect Target Enrichment System. Then, 22,076 *Hin*dIII fragments containing a total of 31,253 annotated promoters for 18,202 protein-coding and 10,929 non-protein genes according to Ensembl v.75 (http://grch37.ensembl.org) were captured. A post-capture PCR amplification step was carried out using PE PCR 1.0 and 2.0 primers with four PCR amplification cycles. High-throughput sequencing reactions were performed on the Illumina HiSeq2500 platform. Sequencing reads were processed and mapped with HiCUP^6^ and PCHi-C interaction was called using CHiCAGO^7^ with default parameters.

### Data processing and statistical analyses

After calling the significant PCHi-C interactions with CHiCAGO^7^, the biologically replicated read counts of the promoter interactions in hESC-CMs (three biological replicates) and those previously obtained from WA09 hESCs (two biological replicates; Gene Expression Omnibus (GEO); GSE86821; in-solution ligation)^4^ were normalised using DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html; local dispersion fit)^43^ and averaged. The peak calling for published H3K4me3, H3K27me3 and H3K36me3 histone ChIP-seq (GEO; GSE35583) of hESC(WA07[H7])-CM (14 days; one biological replicate each)^9^ was performed using MACS 2.1.0 (peak mode for H3K4me3, and block mode for H3K27me3 and H3K36me3; *q* < 0.05; mfold = 10, 30; band width = 300)^10^. The RPKM (reads per kilobase per million mapped reads) for each gene was calculated from published RNA-seq data (GEO; GSE69618) of hESC(WA01[H1])-CMs (10 days; four biological replicates)^11^. For significant tests of enrichment/agreement percentages, randomly generated promoter–PIR interactions were created to retain the distribution of interaction distances of the observed promoter–PIRs in each set. For each promoter bait, the relative positions of its PIRs were calculated and randomly transplanted to another randomly selected promoter bait. For each observed set, 1000 random sets were generated with each set containing the same number of interactions as the observed set, and a one-tailed permutation test was performed. Each random PIR set was then assessed for its enrichment percentage of VISTA enhancers or agreement percentage of eQTLs in the same way as the observed data and used for comparisons. For the eQTL analysis, single-tissue *cis*-eQTL data were downloaded from GTex (V6p; https://gtexportal.org/home/)^16^. For each tissue, lead SNP-gene pairs were selected based on them having the lowest *p* values within each LD block calculated using the Ensembl API (1000 genomes phase 3; EUR population; *r*^2^ > 0.8; window size = 500 kb)^44^. To assess the agreement percentage of eQTL and PIR target genes for each set of hESC-CM or hESC promoter interactions, the gene promoters that each PIR interacts with were compared to the target genes of eQTLs that were found to be located within the PIR region. The agreement percentage is then expressed as the percentage of PIRs containing at least one eQTL targeting the same gene as the PIR among all eQTL-overlapping PIR–gene pairs. GTex eQTLs were limited to those SNP-gene pairs occurring within one megabase distance and therefore promoter–PIR interactions occurring more than one megabase distance were filtered out for the eQTL agreement assessment^45^. For GWAS/QQ plot analyses, the overlap of PIRs with GWAS SNPs was determined for each set of observed hESC-CM and hESC promoter interactions. The same was done for each of the 1000 randomly generated interaction sets for each observed set. The *p* values of the observed overlapping SNPs and those overlapping the randomly generated PIRs were compared, first by interpolating the lists of *p* values to the shorted list (observed or random) and then taking the mean of each rank-ordered *p* value list across the 1000 permutations based on QQperm package (https://cran.r-project.org/web/packages/QQperm/index.html). The inflation factor (lambda, λ) of observed/random QQ plots were estimated using QQperm (estlambda2) as well. All sequenced reads were mapped to the human reference genome (build hg19/GRCh37).

### CRISPR-Cas9 and lentiviral transduction

The guide RNA (gRNA) sequences (gRNA1-GGA CCA TAA CTC AAG CAG GGC AGG; gRNA2-GGC TGT GAC TTT GAT GGG CCA AGG) used to delete VISTA enhancer mm172 in rat cardiomyoblast H9c2 2-1 (Sigma; cultured in DMEM (Gibco) supplemented with 10% FBS and 1× penicillin–streptomycin at 37 ˚C and 5% CO_2_) were cloned into plentiCRISPRv2 (Addgene; plasmid 52961) according to published paired gRNA design^46^ using human U6 promoter for gRNA1 and murine one for gRNA2. The cloned plentiCRISPRv2 and second-generation packaging plasmids psPAX2 (Addgene; plasmid 12260) and pMD2.G (Addgene; plasmid 12259) were co-transfected into HEK293T cells (cultured in DMEM (Gibco) supplemented with 10% FBS and 1× penicillin–streptomycin at 37 ˚C and 5% CO_2_) in the proportion of 4:3:2 using Lipofectamine 2000 (Invitrogen) for lentivirus production. Lentivirus-containing media were collected 48 h after transfection, centrifuged to remove cell debris and 0.45 µm filtered prior to infecting H9c2 cell monolayers in the presence of 10 µg/ml polybrene (Millipore). At 24 h post infection, the transduced H9c2 cells were selected in 1 µg/ml puromycin media for 48 h.

### Polymerase chain reaction

Genomic DNA (gDNA) was extracted from cells using PureLink Genomic DNA Mini Kit (Invitrogen) and total RNA using RNAqueous-Micro Kit (Ambion). First-strand complementary DNA (cDNA) was synthesised from DNase (Promega) treated total RNA using M-MLV Reverse Transcriptase (Promega) and both random hexamer and oligo(dT) primers (Promega). PCR was performed using OneTaq 2×Master Mix (New England BioLabs) and the following primers: (1) mm172 (forward TGATTGGTAGAGGAGAGCGG; reverse CAAGGCTGCATCACTCTGAC; product length 2766 bp (gDNA)); (2) *Ednra* (forward AGCCTCTCTCTGATCCAACG; reverse CCATAGAACTGCACGGAAGC; product length 59804 bp ((gDNA) or 1892 bp (cDNA)); (3) *Actb* (forward CTATGTTGCCCTAGACTTCG; reverse AGGTCTTTACGGATGTCAAC; product length 318 bp (gDNA) or 228 bp (cDNA)); and (4) plentiCRISPRv2 (forward CGCAAATGGGCGGTAGGCGTG; reverse AATCATGGGAAATAGGCCCTC; product length 1857 bp (gDNA/plasmid DNA)).

### Immunoblot analysis

Whole-cell lysates were prepared by resuspending cells in RIPA buffer containing 5× cOmplete Mini Protease Inhibitor Cocktail (Sigma) and homogenised with a 19-gauge syringe. Equal amounts of protein samples were boiled in Laemmli buffer, resolved by a Mini-PROTEAN TGX Precast Gel (Bio-Rad), transferred to a nitrocellulose membrane by a Trans-Blot Turbo Transfer System (Bio-Rad), incubated with primary antibodies against EDNRA (Abcam; ab117521; 1:2500 dilution; 48 kDa and glycosylated EDNRA 60–90 kDa^47^) and ACTB (Cell Signalling; #8457; 1:1000 dilution; 45 kDa), and subsequently a goat anti-rabbit horseradish peroxidase secondary antibody (Pierce; 1:1000 dilution). The membrane was incubated with SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific) before being imaged with a Molecular Imager ChemiDo XRS+System (Bio-Rad).

### Data availability

The PCHi-C data for hESC-CMs have been deposited in Gene Expression Omnibus (GEO) with accession number GSE100720 and Capture HiC Plotter (CHiCP; https://www.chicp.org/).

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

# Supplementary material for: Promoter interactome of human embryonic stem cell-derived cardiomyocytes connects GWAS regions to cardiac gene networks
**Source:** Nat Commun. 2018 Jun 28;9:2526. doi: 10.1038/s41467-018-04931-0

**Promoter interactome of human embryonic stem cell-derived cardiomyocytes connects GWAS regions to cardiac gene networks**

**Choy *et al*.**

Supplementary Table 1. List of genes involved in top 20% hESC-CM promoter interactions for read counts and found significantly enriched in canonical pathways of cardiovascular development or functions (Benjamini-Hochberg (B-H) *p* values < 0.005) using Ingenuity Pathway Analysis (Qiagen).

| Ingenuity canonical pathway | -log(B-H *p* value) | Ratio | Gene |
| --- | --- | --- | --- |
| Cardiac hypertrophy signalling | 5.68 | 0.292 | *MAPK1, ADCY4, PIK3R1, DIRAS3, TGFBR2, GNB1, ROCK2, RHOG, CACNA1E, RHOB, ADCY5, MRAS, IRS2, GSK3B, PLCL1, FRS2, ADRA1B, PIK3C2B, IL6R, CREBBP, FGFR2, PPP3CC, MEF2B, ADRA1D, ADCY9, ADRA2A, RND3, GAB1, PTPN11, IRS1, PRKACG, PRKACA, TGFB3, GNB2, MAP2K3, RPS6KA1, PIK3CA, MAP3K5, EIF4E, PLCH1, PRKAG1, EP300, HAND2, JUN, IGF1, RHOT1, RHOD, IGF1R, TGFB2, PRKAR1B, ADCY8, MAP2K1, MYL12B, ADCY2, GNAS, BORCS8-MEF2B, MAPKAPK3, RHOC, GRB2, MYLPF, MAP3K1, MEF2A, PIK3C2G, GNAQ, GNAI1, MAPK9, GNAI2, CALM1* (includes others)*, PLCB4* |
| Role of NFAT in cardiac hypertrophy | 5.01 | 0.295 | *LIF, MAPK1, ADCY4, PIK3R1, CABIN1, TGFBR2, GNB1, ADCY5, MRAS, IRS2, GSK3B, PLCL1, FRS2, PIK3C2B, FGFR2, PPP3CC, MEF2B, ADCY9, GAB1, PTPN11, IRS1, PRKACG, PRKACA, GNB2, TGFB3, MAP2K3, CAMK2G, PIK3CA, PLCH1, PRKAG1, PRKCZ, EP300, IGF1, CAMK1G, IGF1R, TGFB2, PRKAR1B, PRKCE, ADCY8, MAP2K1, PRKCA, HDAC9, ADCY2, GNAS, BORCS8-MEF2B, GRB2, MAP3K1, MEF2A, GNAQ, GNAI1, PIK3C2G, MAPK9, GNAI2, RCAN1, CALM1* (includes others)*, PLCB4, RCAN2* |
| Factors promoting cardiogenesis in vertebrates | 3.96 | 0.337 | *TBX5, BMP15, TCF4, BMP4, FZD3, BMP3, TCF7L1, BMPR1B, FZD1, TCF3, BMP5, PRKCZ, APC, TGFBR2, FZD8, FZD4, BMPR1A, TGFB2, TGFB3, PRKCE, LEF1, FZD5, GSK3B, DKK1, CTNNB1, BMP6, FZD2, CDK2, TCF7L2, LRP1, PRKCA* |
| Cardiac β-adrenergic signalling | 3.37 | 0.286 | *AKAP12, NAPEPLD, AKAP8, PPP1R1A, PPP1R3C, PDE3A, PDE12, ADCY4, PPP1CB, PPP2R3B, PRKAG1, GNB1, CACNA1E, ADCY5, PPM1J, PPM1L, MRAS, PRKAR1B, TDP2, PPP2R5C, PDE4D, PKIA, ADCY8, PLN, PPP1R14C, PDE2A, ADCY2, GNAS, PDE10A, PPP2R5D, RYR2, ATP2A3, PPP1R11, ADCY9, TULP2, PRKACG, PRKACA, GNB2, PDE5A, PKIG* |
| Nitric oxide signalling in the cardiovascular system | 3.03 | 0.292 | *PIK3CA, MAPK1, PIK3R1, PRKAG1, PRKCZ, VEGFA, CACNA1E, PROK1, PRKAR1B, PRKCE, IRS2, MAP2K1, FRS2, PRKCA, PLN, PIK3C2B, PDE2A, GUCY1A3, GRB2, RYR2, PIK3C2G, ATP2A3, FGFR2, VEGFC, CALM1* (includes others)*, PTPN11, GAB1, IRS1, PRKACG, PRKACA, GUCY2F, GUCY1A2, PDE5A* |

Supplementary Fig. 1. Venn diagram showing the overlaps of promoter interactions in three biological replicates of hESC-CMs (a, b and c). The areas are proportional to the percentages.

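In the union of the deposited calls, 40355 interactions were called in replicate 1 alone, 37673 in replicate 2 alone and 38693 in replicate 3 alone. Replicates 1 and 2 alone shared 12041, replicates 1 and 3 alone shared 12030, and replicates 2 and 3 alone shared 11970. Which replicate each letter of the diagram stands for is not given in its legend.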

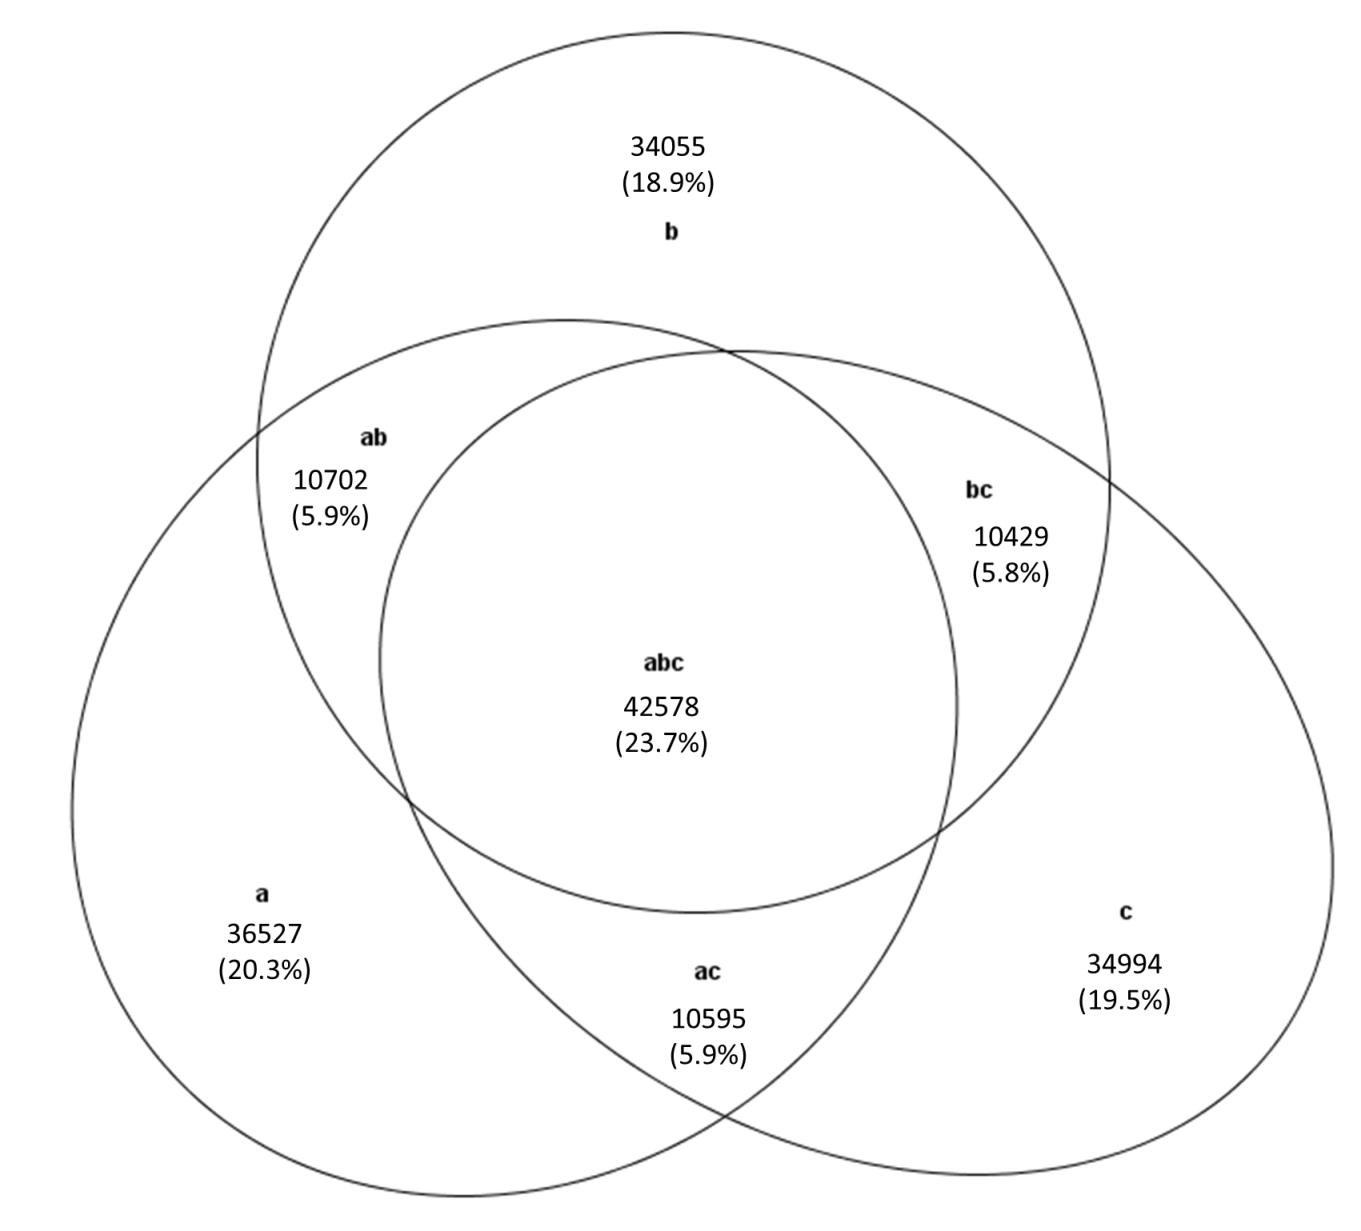

Supplementary Fig. 2. Uncropped images of the a) mm172 (gDNA), b) *Actb* (gDNA), c) *Ednra* (cDNA) and d) *Actb* (cDNA) PCR gels in Fig. 2d. The size marker is HyperLadder 1kb (Bioline).

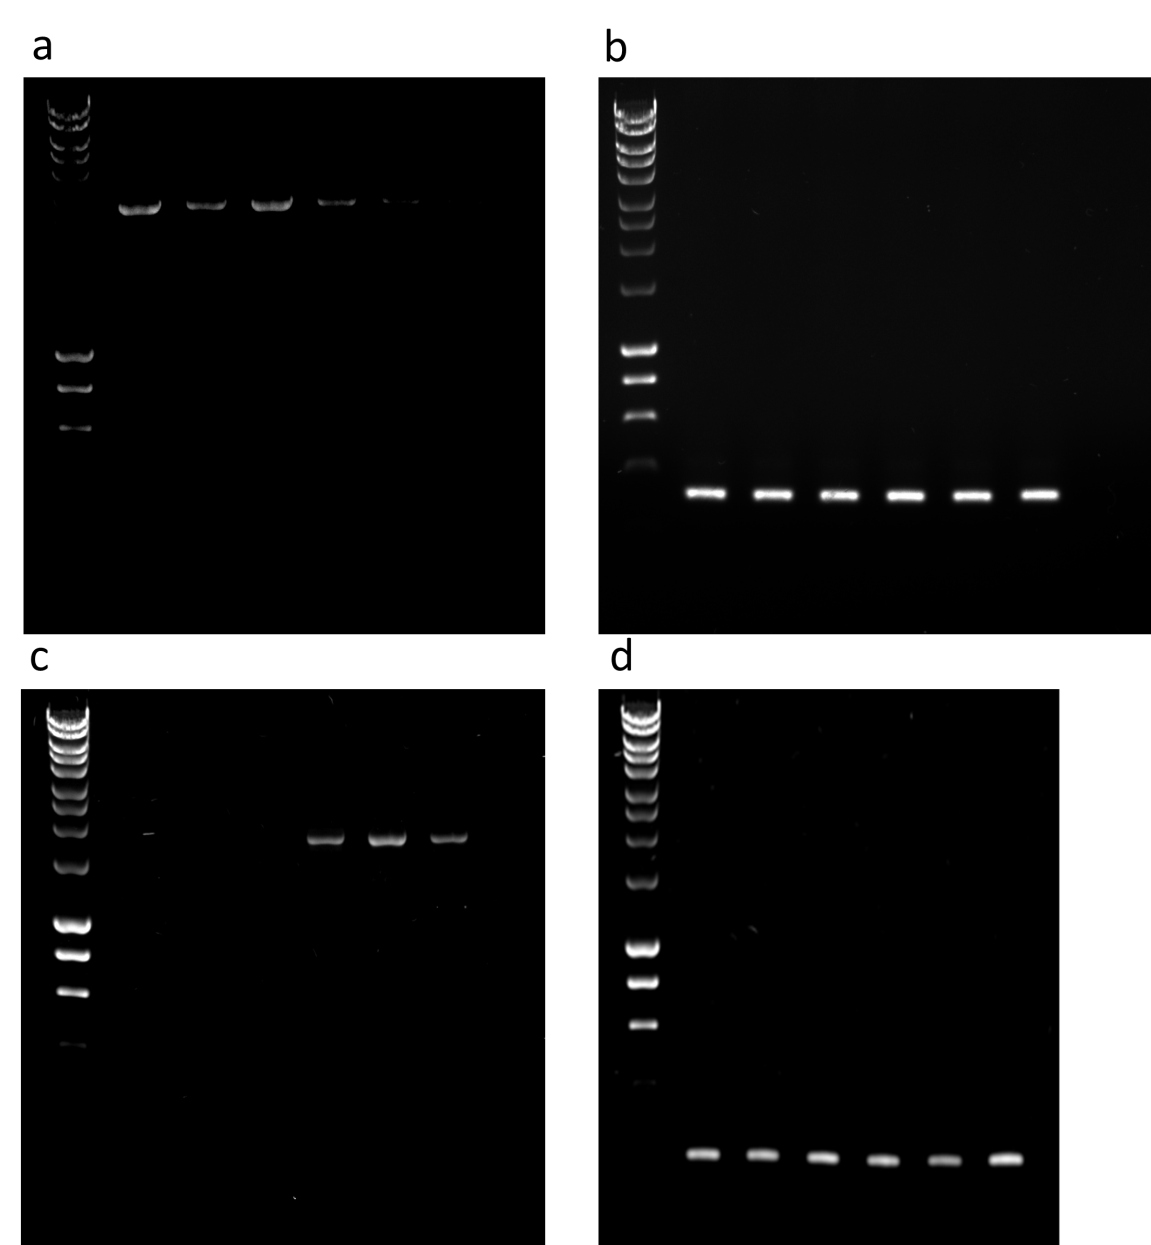

Supplementary Fig. 3. Uncropped images of the a) EDNRA and b) ACTB immunoblots in Fig. 2d. The size marker is Precision Plus Protein Dual Colour Standards (Bio-Rad).

a b

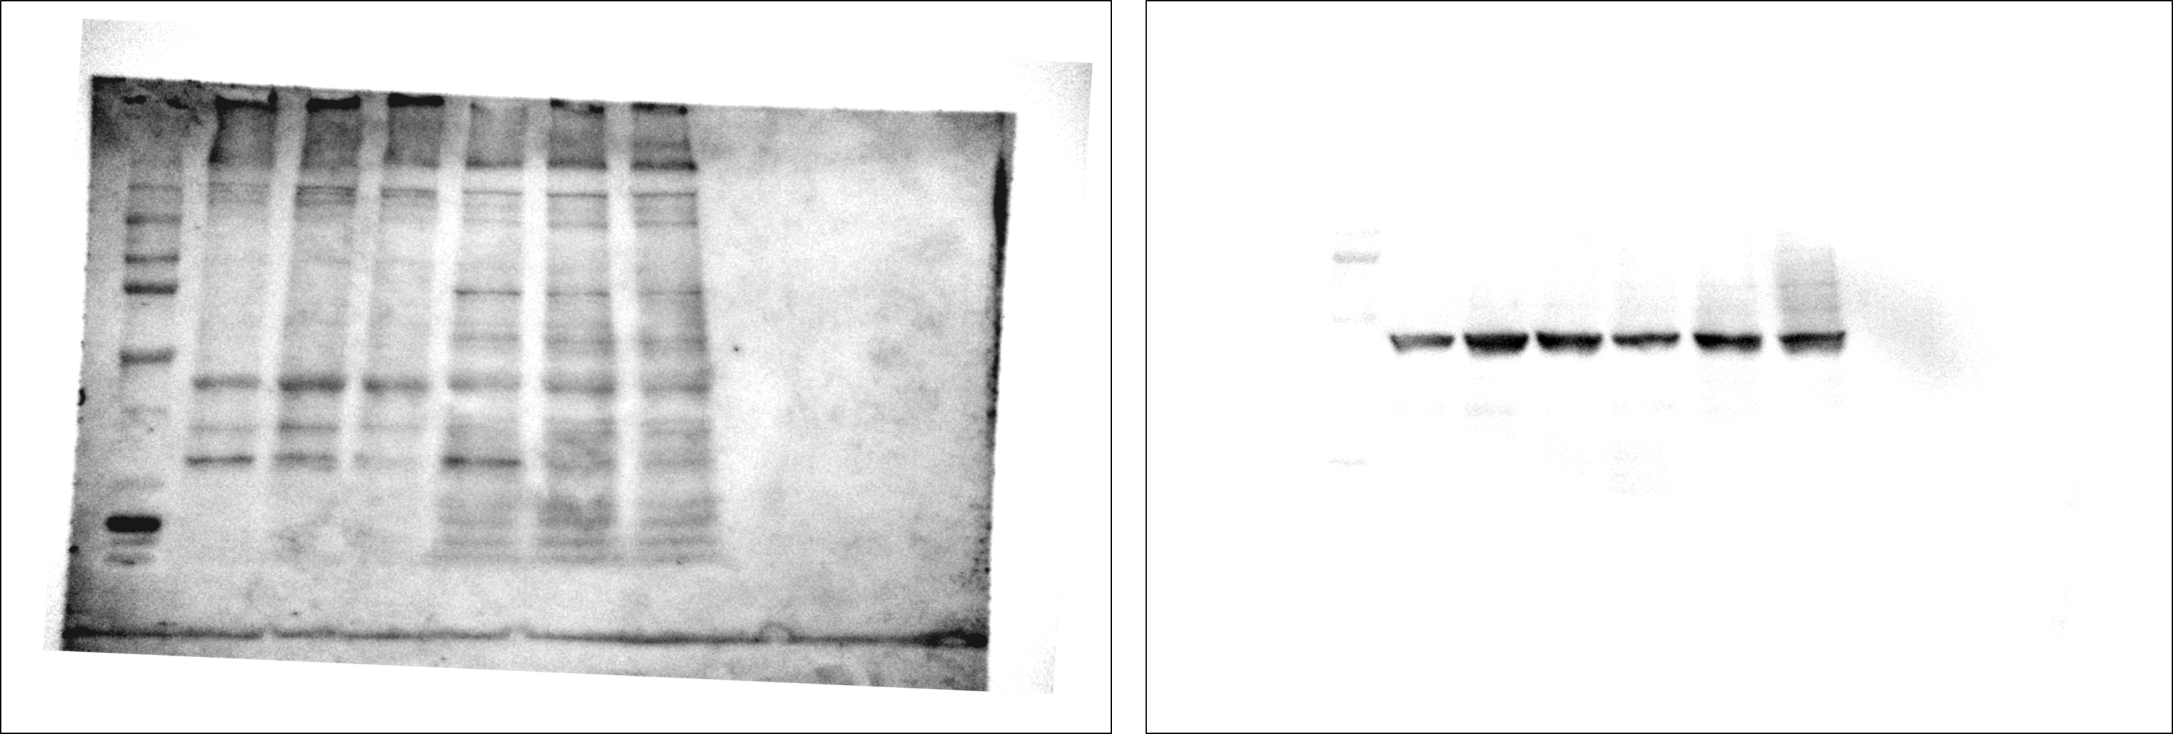

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Promoter interactome of human embryonic stem cell-derived cardiomyocytes connects GWAS regions to cardiac gene networks
**Source:** Nat Commun. 2018 Jun 28;9:2526. doi: 10.1038/s41467-018-04931-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of 179880 significant hESC-CM promoter-genome interactions with average read counts from three biological replicates.

File Name: Supplementary Data 2

Description: List of cardiac VISTA enhancers (with their bracketing genes) that intersect with cPIRs (with their target genes).

File Name: Supplementary Data 3

Description: List of connected subnetworks constructed from top 20% of hESCCM promoter interactions for read counts.

File Name: Supplementary Data 4

Description: List of significant ( $p < 1 \times 10^{-5}$ ) SNPs from the GWAS of cardiac conduction and rhythm disorders located within cPIRs and the genes they interact with.

How the deposited data were processed for this re-analysis (not part of the article)

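The promoter capture Hi-C calls of 3 biological replicates of hESC-CMs and of the merged replicates were used as the authors deposited them, 4 sets in all. Each call is a pair of HindIII fragments with a CHiCAGO score. The authors produced the score with CHiCAGO at default parameters from reads mapped with HiCUP. No read was mapped again and no score was recomputed. The deposited scores are printed to 2 decimals and start at 5, so contacts with lower scores cannot be told from absent ones. Sequencing depth per replicate was not analysed here. The paper ranked interactions by normalised read counts. Read counts were not used here, and the top 20% of interactions was taken by summed score in their place.

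Coordinates were compared with HindIII sites of GRCh37, and genes were taken from GENCODE v44 lifted to GRCh37. Each interaction was an ordered pair of promoter fragment and interacting fragment, and 222 contacts between promoter fragments listed in opposite orders in different replicates were counted in both orders. The main set was the union of the calls of the 3 replicates, without the merged calls. A promoter was counted as 1 promoter fragment, and a PIR as 1 interacting fragment, including fragments that are themselves promoter fragments. Distances are between fragment midpoints. A mean score in fewer than 3 replicates is over the replicates that called the interaction. Intervals on shares are 95% Wilson intervals, which cover counting error and leave out variation between differentiations. SDs are between replicates.

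Overlap between replicates was compared with 1000 random sets in which the PIR positions of each promoter, relative to it, were moved to another promoter fragment. Lists from the supplements were compared with 10000 random lists from the union, matched on 10 classes of distance. The random lists and the Wilson intervals treat listed pairs as independent. Pairs that share a promoter fragment or PIR may not be, so both spreads can be too narrow. Subnetworks were the connected components of the graph of fragments and interactions, ranked by average degree. Near-identical sequence was searched with minimap2, at 95% identity or more over at least 500 bp. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, networkx 3.6.1, matplotlib 3.10.9 and pysam 0.24.0, together with minimap2 2.31-r1302 and samtools 1.23.1.

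The methods were tested on simulated data with known answers. A known common share of 29.4% among 34000 simulated interactions was recovered as 29.4%, and a known mean of 17 PIRs over 2000 promoters as 17. In 200 data sets without shared contacts the permutation test gave p of 0.05 or less in 4% of them.

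The genes and fragments singled out were set by a rule fixed before the data were examined. It takes every promoter that the paper names in its results or in Figs. 2c, 4a, 5b and 6a as a partner in an hESC-CM promoter interaction. It adds the promoter fragment with the most PIRs, the PIR with the most promoters, and the 5 pairs of promoter fragment and 1 Mb bin of another chromosome with the most fragments called in all 3 replicates. A gene outside this rule is named only where the text says that it was chosen after its values were seen.

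Alternatives tried were scores of at least 7 and at least 10, each replicate left out, the merged calls, unordered pairs, matching within 5 kb, same-chromosome interactions only, interactions over at most 1 Mb, means over interactions, 500 bp of enhancer overlap, and other sets of interactions for the subnetworks. Leaving out pairs of 2 promoter fragments was added after seeing the data, as was the use of unordered pairs for results other than the number of interactions.

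Supplementary Data 2 and 4, Supplementary Table 1 and the text and figures of the paper were used beside the calls. Of Supplementary Data 1, 1989 of the paper's 179880 entries are held here, and of Supplementary Data 3, 1998 of 3547. Both are shortened, and no result rests on either. The ChIP-seq and RNA-seq comparisons, hESC interactions, topologically associating domains, eQTLs, GWAS statistics and genome editing were not analysed here.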

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

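Of the tests in this part, the alignment of *HYDIN* with *HYDIN2* and the comparison of scores with distance from it were chosen only after the result was seen. The 3 patterns here concern calls that the paper does not discuss. With 1 condition, no biological explanation was tested for any of them.

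Interactions between chromosomes made up 694 of the interactions called in all 3 replicates. They scored higher than interactions within chromosomes, with a median mean score of 31.0 against 8.27, and 667 of them (96.1%) were called on the merged replicates. A possible source is reads shared between near-identical copies of a sequence in GRCh37. An alignment of at least 95% identity joined the 2 places in 25 of the 694 (3.60%, 95% Wilson confidence interval 2.45 to 5.26%), against a mean of 0.988% after shuffling the pairs (100 sets, 0.432 to 1.73%). The test asked for an alignment of the called fragments themselves within 100 kb, and so it misses a copy that lies beside a promoter fragment or whose contacts spread farther. The main source therefore stays open, and a copy that GRCh37 lacks was not tested.

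These interactions were concentrated, with 279 of the 694 (40.2%) in the 5 pairs named by rule. The *HYDIN* promoter fragment on chromosome 16 (70899701 to 70905382) was called in all 3 replicates with 107 fragments between 146000001 and 147000000 of chromosome 1. The neighbouring fragment of AC027281.1 was called with 73 fragments of the same bin. *PRKAB2* on chromosome 1 was called with 36 fragments between 71000001 and 72000000 of chromosome 16. The *DHX32* and *FANK1* fragment on chromosome 10 was called with 40 fragments between 11000001 and 12000000 of chromosome 21 and with 23 fragments in the bin before it.

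For *HYDIN*, a candidate explanation is *HYDIN2*, a copy of the gene on chromosome 1 (146310555 to 146349531). A stretch of 36.1 kb that lies 18.3 kb from the promoter fragment aligns there with 99.3% identity. The alignment test of single fragments counted only 3 of the 132 interactions of this fragment with chromosome 1 that were called in all 3 replicates. The summed score of the 357 interactions of the *HYDIN* fragment with chromosome 1 fell with distance from *HYDIN2* (Spearman's rho -0.741). Its median was 83.9 within 100 kb, 50.5 from 100 kb to 1 Mb and 8.45 beyond. This comparison was chosen after the calls were seen to cluster in that part of chromosome 1, and any source centred there could give such a fall. The rho of -0.741 therefore cannot tell whether promoter reads from the copy were assigned to *HYDIN*. It also cannot tell *HYDIN2* from other sequence beside it.

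A possible source of single fragments contacted from several promoters of another chromosome is a joint between the 2 chromosomes, a translocation. In 10 pairs of regions, at least 3 promoter fragments of 1 region were called with the same fragment elsewhere. A median of 2 further fragments within 100 kb of it were called from those promoters. The number was 0 in 2 of the pairs of regions and at most 48. Same-chromosome contacts matched by nearest summed score had a median of 43.5. The highest sums lacked a close match, with 1830.22 set against 537.74 and 1496.81 against 293.26. The outcome written beforehand for a translocation was a median of at least 1, as around the matched same-chromosome contacts, and against it a median of 0. The median of 2 met the minimum but fell far short of the same-chromosome contacts, so the test cannot tell.

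PIRs on chromosome Y took part in 118 interactions, of which 29 were called in all 3 replicates, 17 in 2 and 72 in 1. No promoter fragment on chromosome Y had a call. The promoter fragment of *DHX32* and *FANK1* accounted for 9 of the 29. As a possible source, near-identical sequence at the 2 places was found for 8 of the 29 (27.6%, 95% Wilson confidence interval 14.7 to 45.7%), against a mean of 13.2% after shuffling (100 sets, 3.45 to 24.1%). The share lies above the shuffled sets, but the test has the limits given above, and whether shared reads made any of these calls stays open. Whether these cells carry a chromosome Y was not examined here, so these calls were not shown to be contacts.

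The merged calls held 39144 interactions that no replicate called in the same order, 120 of which a replicate called in the other order. Their median merged score was 5.60, against 7.98 for merged calls found in a replicate. The test asked whether they are contacts of the same promoters and places that stay under the threshold at the depth of 1 replicate. Of the 39141 on the same chromosome, 44.6% lay within 5 kb of a fragment that a replicate called for the same promoter, against a mean of 3.49% (SD 0.165, 100 sets) at random. That is 12.8 times as many and is consistent with this explanation for those interactions, at 44.6%.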

How the results depend on the processing

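Alternatives were chosen before the data were examined, except those without pairs of 2 promoter fragments and those with unordered pairs (other than for the number of interactions), which were chosen only after the result was seen. For 14 results there were 109 alternative values, of which 51 stayed and 58 moved. The margin for staying differed between results, so these counts do not compare across results. For the number of interactions, 152757 (merged calls) against 200809 counted as stayed. Rank 13 (merged calls) against 5 for the *MYH6* subnetwork also counted as stayed. For PIRs per promoter, 10.48 (same chromosome only) against 10.53 counted as moved. Of the 109 values, 86 were planned and 23 added. The cause was not tested for those that moved, unless stated.

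A score of at least 7 gave 84514 interactions and a score of at least 10 gave 32786, against 200809. In the same order, the share common to all 3 replicates was 27.1% and 30.4% (23.9% without a higher threshold), PIRs per promoter 6.51 and 4.77 (10.5), promoters per PIR 1.54 and 1.42 (1.72), PIRs overlapping listed VISTA enhancers 0.136% and 0.173% (0.105%), interactions in the *MYH6* region 115 and 43 (236), and interactions between chromosomes 4.54% and 7.52% (3.86%). At 10 or more, 42.9% of GWAS locus interactions were common to all 3 replicates (79.1%).

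The merged calls gave 10.1 PIRs per promoter, a VISTA share of 0.114%, 0.700% between chromosomes, 23.03 for *EDNRA* and mm172 (13.8) and an average degree of 4.11 for the *MYH6* subnetwork (4.86).

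The share common to all 3 replicates was 48.0% with matching within 5 kb, 24.5% for the same chromosome only and 33.8% for interactions over at most 1 Mb. Averaging over interactions gave 34.6 PIRs per promoter and 3.02 promoters per PIR, which follows from its weighting of large counts. On the same chromosome only, PIRs per promoter were 10.48. With 500 bp of overlap the VISTA share was 0.0806%.

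Without pairs of 2 promoter fragments the common share was 23.6%, PIRs per promoter 9.82, promoters per PIR 1.68 and the share between chromosomes 4.13%. Averaged over interactions as well, the means were 34.9 and 2.87.

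The *MYH6* subnetwork had an average degree of 5.35 among interactions in all 3 replicates (rank 2), 5.60 among these as unordered pairs (rank 1), 3.33 in the top 10% (rank 26, against rank 5 in the top 20%) and 3.29 in the top 50% (rank 59).

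With 1 replicate left out, interactions numbered 160454 to 163136, the common share was 36.8 to 37.4%, PIRs per promoter 8.95 to 9.06, promoters per PIR 1.65 to 1.66, the VISTA share 0.109 to 0.114%, the *MYH6* region 200 to 215 interactions and the share between chromosomes 3.42 to 3.60%. The common shares of listed interactions were 49.4 to 53.2% (VISTA) and 85.7 to 86.0% (GWAS). These common shares are over 2 replicates and so higher by construction. The *EDNRA* score was 13.6 to 14.1, the subnetworks 2684 to 2741, and the *MYH6* subnetwork's degree 4.16 to 4.47 and rank 4 to 5.

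No paired analysis was possible because the data hold only 1 group.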

Differences from the paper's values

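Of the settings in this part, those without pairs of 2 promoter fragments and the unordered pairs of the top 20% and of the interactions in all 3 replicates were chosen after seeing the values.

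The paper gives a mean of 35.1 PIRs per promoter and a median of 21. Over promoter fragments, the union gave 10.5 and 6. Averaging over interactions, planned beforehand, gave 34.6 and 20 and closes the gap. Averaging over interactions without pairs of 2 promoter fragments gave 34.9 and 20 and closes it too. Scores of at least 7 or 10, leaving out any replicate, the merged calls, same-chromosome interactions only, and leaving out promoter pairs alone do not close it.

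For promoters per PIR, the paper gives a mean of 2.9 and a median of 2, against 1.72 and 1 here. The same settings close this gap, with 3.02 and 2 over interactions, and 2.87 and 2 over interactions without promoter pairs. The settings that leave the first gap open leave this gap open as well.

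In the top 20% of interactions, the paper's mean of 13.7 PIRs per promoter and median of 10 stand against 5.36 and 3 here. Over interactions the values were 19.1 and 10, and without promoter pairs 20.03 and 11. Both means overshoot the paper's 13.7. They lie within the wide margin set for a difference, but the mean of 13.7 is not reached. The median of 10 is reached exactly. The merged calls, the interactions in all 3 replicates, the top 10%, the top 50%, leaving out a replicate, leaving out promoter pairs alone and unordered pairs do not close the gap.

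The paper's maximum of 74 PIRs per promoter in the top 20% stands against 224 here, and its maximum of 11 promoters per PIR against 36. No setting reached either. The maximum number of PIRs was 157 with the merged calls, 147 for interactions in all 3 replicates, 192 in the top 10%, 362 in the top 50%, 210 to 218 with a replicate left out, 225 without promoter pairs, 140 in all 3 replicates without promoter pairs, and 224 and 147 for unordered pairs of the top 20% and of all 3 replicates. The nearest maximum of promoters per PIR was 21, without promoter pairs.

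Some values that differ by less than the margin came nearer to the paper's under other settings. Without promoter pairs, chosen after seeing the values, the union held 181347 interactions (the paper's 179880, against 200809 with them), at most 433 PIRs per promoter (the paper's 433, against 443) and 36269 interactions in the top 20% (the paper's 35960, against 40162). The paper's 40 nodes of the *MYH6* subnetwork were reached among the interactions called in all 3 replicates, ordered or unordered. Its 12 promoter nodes were reached without replicate 3 and without promoter pairs.

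The ranking of subnetworks differs. The paper places the subnetwork around *MYH6* first by average degree. Here it ranked 5 in the top 20% by summed score, 4 to 5 with a replicate left out, 9 without promoter pairs, 13 with the merged calls, 26 in the top 10% and 59 in the top 50%. Among the interactions called in all 3 replicates it ranked 2, with and without promoter pairs. As unordered pairs, a setting chosen after seeing the values, the interactions called in all 3 replicates placed it first, with an average degree of 5.60 (the paper's 5.85), while the top 20% left it at rank 5.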

Other observations

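Tests in this part were chosen only after the result was seen, apart from the comparison at matched score and the search for near-identical sequence at the called fragments, which were written down before their values were computed.

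Interactions over more than 1 Mb recurred less between replicates. Of the same-chromosome calls of replicate 1, 51.9% at up to 1 Mb and 26.2% over longer distances were called in all 3 replicates. Scores nearer the threshold at long range are a possible cause. At matched score the difference was 28.5 percentage points, against 25.8 without matching, and all 20 classes of score had the lower share over 1 Mb. Score is therefore excluded as the whole cause, and no biological explanation was tested.

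Of the 100 interactions with the highest summed scores, 80 joined different chromosomes and 96 were called in all 3 replicates. Reads shared between near-identical copies in GRCh37 are a possible source, and 9% had such copies (95% Wilson confidence interval 4.81 to 16.2%), against a mean of 2.15% after shuffling (100 sets). Because this alignment test misses copies beside the called fragments, the main source stays open.

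Some single fragments were called from many promoters of another chromosome, and these were singled out after their values were seen. The *C2CD3* fragment on chromosome 11 from 73870617 to 73872687 was called from 10 promoter fragments of chromosome 17 between 32904524 and 33574807, with a summed score of up to 1496.81 and 0 further fragments within 100 kb. The fragment of *CBX3* on chromosome 7 from 26252026 to 26262621 was called from 3 promoter fragments of chromosome 15, with a summed score of up to 1830.22 and 1 further fragment. A copy of these sequences that GRCh37 lacks was not tested.

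The *MYH6* region was compared with 1000 windows of 360 kb centred on random promoter fragments. The windows had a median of 1 interaction, and 1 window had at least as many as the *MYH6* region. The region was chosen by the paper for its connectivity, so this places the count among others and is no test.

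Calls of the replicates that the merged calls lack numbered 87196. Their median distance was 2135 kb and 7.67% joined different chromosomes.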
